A study of Mus musculus with 6 samples (genomic DNA). Its data were reported in "The Transcription Factor STAT6 Mediates Direct Repression of Inflammatory Enhancers and Limits Activation of Alternatively Polarized Macrophages" (2018).

How the data were processed

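The files analysed here are 6 peak lists from chromatin immunoprecipitation sequencing (ChIP-seq) of mouse bone marrow-derived macrophages (BMDMs), which are primary macrophages grown from bone marrow. Per the labels, marrow cells were differentiated for 6 days in L929 supernatant, a medium that carries macrophage colony-stimulating factor. Cells were then left without IL-4 or given IL-4 at 20 ng/ml for 1 h. Chromatin was fixed with DSG and formaldehyde and precipitated with an antibody against C/EBPα, IRF8 or JUNB. There was 1 sample per antibody and condition, so no group had a replicate.

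According to the study's methods, the authors aligned reads with BWA to the mm10 assembly, called peaks with MACS2 under a q-value limit, and removed peaks on the ENCODE blacklist. The files are annotated by HOMER with the nearest transcription start site (TSS) and the genomic feature under each peak. Peaks were called per sample. The aligner and caller versions, the control library and the read number per sample were not in the files analysed here, so the sequencing depth is unknown. Libraries were made with either of the 2 kits named in the labels, and which kit served which sample was not given. A difference in depth, kit or background between the samples of a factor can therefore not be separated from the effect of IL-4.

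The deposited peak score has no stated unit. It was taken as −log10 of a p-value or q-value, inferred from the values, since the deposited scores repeat at steps that widen upwards, as Poisson tails of whole pileups do. Between 1 and 48 peaks per list scored below 2, which on a −log10 q scale is a q-value of 0.01. Such a score rises with sequencing depth and is not a coverage. The deposited distance to the TSS, in bp, and the annotation columns were used as the authors gave them.

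The reference genome supplied (GRCm38) is the assembly that mm10 names. The match was checked. No peak ended past its chromosome (0 peaks in every list), and at least 98.4615% of the peaks called promoter by the authors lay within 1000 bp of a GENCODE TSS. Coordinates are mm10 and 1-based, with the start as written in the files, which leaves an uncertainty of 1 bp.

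Peaks of the control and IL-4 lists of a factor were called shared when they overlapped by at least 1 bp. The others were IL-4-only or control-only. For score changes, shared peaks were paired one-to-one, largest overlap first. For comparisons between factors, the peaks of all 6 lists were merged where they touched, and a region took the highest score of each sample. A region was gained when a factor had a peak only after IL-4 and lost when it had a peak only in control.

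Tests used regions or peaks as units and describe a single pair of samples. The mean log2 ratio of scores was tested by sign-flip permutation (100000 resamples), with a fold cut-off of 1.15 either way beside a p-value under 0.05. Promoter shares, gains and losses at listed genes, and the direction of change were tested by Fisher's exact test, with 0.5 added to each cell for the odds ratio of the latter pair of tests. Co-occupancy was compared with 1000 circular shifts of the second factor's peaks along each chromosome. Correlations of score changes were Spearman's rho and Pearson's r with 100000 permutations, or 10000 for the alternatives, which was also the number of sign-flips there. Benjamini-Hochberg adjustment was over the 3 factors or the 3 pairs. Shares of peaks carry Wilson 95% binomial intervals. GC content and sequence motifs were read from 200 bp around the peak centre. A STAT6-type site was TTC, then 3 or 4 bases, then GAA, and an AP-1 site was TGA, C or G, then TCA.

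The 3 activated and 12 repressed genes were those the study's text names as responding to IL-4. A gene was given in full when at least 1 peak was gained or lost in each of 2 or more factors. For each factor, the 3 IL-4-only and the 3 control-only peaks with the highest score were also named. These rules, the groups, the tests of the report and its alternatives were fixed before the files arrived, apart from 1 alternative added later. The tests of explanations in the closing section were chosen after the files had arrived, and the measure of library background was revised after its results were seen. Alternatives changed the overlap rule, the score threshold, rank matching, the chromosomes, the peak width, the score scaling, the promoter definition and the distance to the gene.

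Scripts were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. They were tested on simulated data first, and overlaps were compared with bedtools 2.31.1. All 24 of the 24 self-test checks were within their limits. No peak was left out of the main comparisons.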

Results

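The binding of 3 macrophage transcription factors was mapped by ChIP-seq in BMDMs without IL-4 and after 1 h of IL-4 at 20 ng/ml. C/EBPα, IRF8 and JUNB (an AP-1 subunit) are lineage-determining factors, which occupy macrophage enhancers before a signal arrives. IL-4 activates the transcription factor STAT6, and the design asks whether the binding of these factors changes soon after that. Each factor had 1 control and 1 IL-4 sample, so every value below has no replicates. No spread between replicates can be given, and sequencing depth is unknown. Intervals and tests below describe peaks within 1 pair of samples.

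The C/EBPα lists held 24486 peaks in control and 24612 after IL-4. IRF8 had 37525 and 42076 peaks. JUNB had the fewest, with 3940 in control and 2325 after IL-4. The median peak score, which is taken as a −log10 p-value or q-value, was 11.195 and 11.22 for C/EBPα, 10.34 and 9.61 for IRF8, and 7.88 and 6.21 for JUNB, in control and IL-4 in that order. The median peak width ranged from 196 bp in the JUNB IL-4 list to 291 bp in the IRF8 IL-4 list. Most peaks were intergenic or intronic. In the C/EBPα control list, 42.97% were intergenic and 46.21% intronic, and in the JUNB control list the shares were 49.70% and 44.29%. The AP-1 site was found in 47.8% of JUNB control peaks (Wilson 95% interval 46.3% to 49.4%), against 13.4% of C/EBPα control peaks (12.99% to 13.85%) and 11.1% of IRF8 control peaks (10.8% to 11.4%).

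The first comparison asked which peaks were present in both conditions. Of the C/EBPα control peaks, 78.6% overlapped an IL-4 peak (19258 peaks, Wilson 95% interval 78.1% to 79.2%, no replicates). The share for IRF8 was 78.6% (29482 peaks, 78.1% to 79.0%). For JUNB it was 35.8% (1410 peaks, 34.3% to 37.3%), and its interval did not meet those of the other factors. This left 5228 control-only and 5404 IL-4-only peaks for C/EBPα, 8043 and 12804 for IRF8, and 2530 and 912 for JUNB. IL-4 peaks overlapped a control peak in 78.0% of cases for C/EBPα, 69.6% for IRF8 and 60.8% for JUNB. Peaks found in a single condition had low scores. The median score of C/EBPα control-only peaks was 5.62, against 14.83 for the shared ones, and for JUNB the values were 6.79 and 10.8. The alternative that moved JUNB most was rank matching, under which 47.2% of the control peaks were retained.

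**Figure D1:**
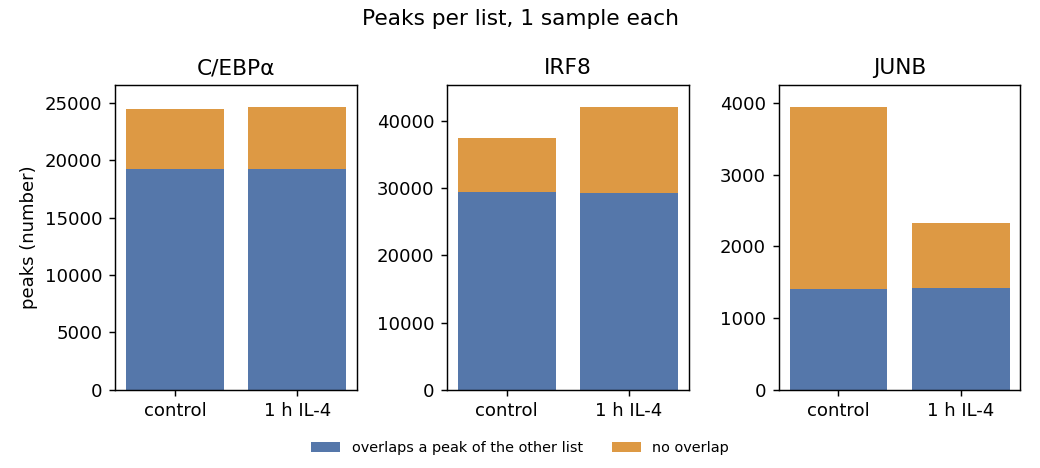
Stacked bars give the number of peaks in each list (vertical axis) for control and 1 h IL-4 (horizontal axis), 1 sample per bar and a separate vertical scale per factor, split into peaks that overlap a peak of the other condition and peaks that do not. The JUNB list shrinks from 3940 to 2325 peaks while the IRF8 list grows from 37525 to 42076.

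Retention depended on the score. In the highest score decile of C/EBPα control peaks, all 2449 overlapped an IL-4 peak, and in the lowest decile 41.3% did (39.4% to 43.3%). IRF8 went from 100% to 43.6%. JUNB began lower. Its highest decile, with scores from 17.13 to 156.47, kept 82.0% of peaks (77.9% to 85.5%), and its lowest decile kept 13.7% (10.7% to 17.5%).

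**Figure D2:**
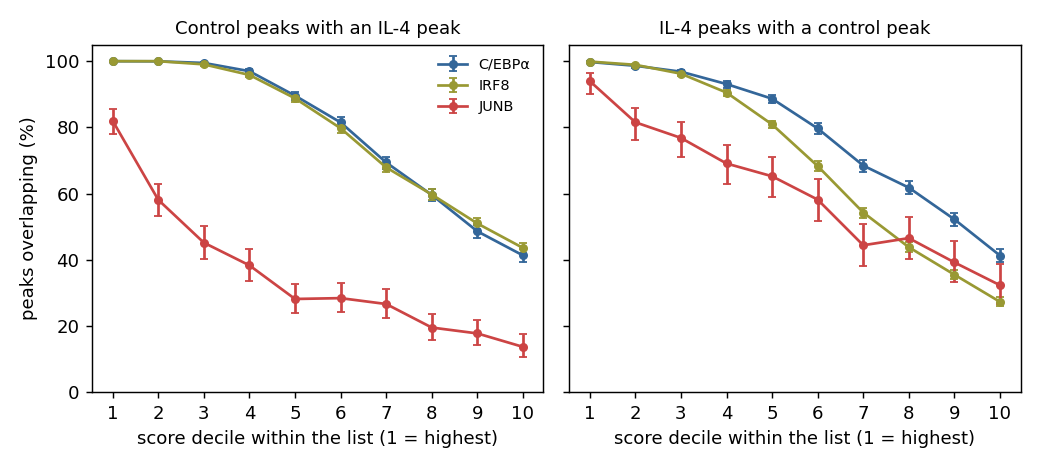
The percentage of peaks that overlap a peak of the other condition (vertical axis) is drawn against the score decile within the list (horizontal axis, 1 being the highest), for control peaks on the left and IL-4 peaks on the right. Points are single samples with Wilson 95% intervals, and JUNB control peaks lie lowest in every decile, from 82.0% to 13.7%.

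The score change at shared peaks was then measured. For C/EBPα, the mean fold of the score (IL-4 over control) was 1.01 over 19111 paired peaks, with a standard deviation of 0.705 on the log2 scale between peaks. A sign-flip permutation test gave p = 0.00192, but the fold lay within the cut-off fixed in advance. The IRF8 fold was 1.06 over 29110 peaks (log2 SD 0.786, permutation p = 1e-05, the smallest the resamples can give) and also lay within the cut-off. For JUNB the fold was 0.684 over 1406 peaks (log2 SD 0.847, permutation p = 1e-05), past the cut-off, and 26.4% of the peaks scored higher after IL-4. Dividing each sample's scores by its median moved the JUNB fold to 0.868 and the IRF8 fold to 1.146.

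Promoter peaks were a minority in every list. In C/EBPα they made up 6.88% of control peaks (6.57% to 7.20%) and 7.35% of IL-4 peaks (7.03% to 7.68%), a difference of 0.473 percentage points (Fisher's exact p = 0.0417, adjusted 0.0626). The IRF8 share rose from 7.25% (6.99% to 7.51%) to 9.16% (8.89% to 9.44%), by 1.92 points (Fisher's exact p = 7.77e-23, adjusted 2.33e-22). JUNB had 2.79% (2.32% to 3.35%) and 2.80% (2.20% to 3.55%), a difference not detectable with these peak numbers (exact p = 1). With the promoter defined as 2000 bp around the TSS, the C/EBPα difference was 0.921 points and the IRF8 difference 2.45 points. With the stricter score threshold the IRF8 difference was 0.80 points, and with rank matching it was 1.40 points. The exact test treats both lists as independent, although 29482 IRF8 control peaks overlapped an IL-4 peak. At the stricter threshold the IRF8 shares were 5.23% and 6.03%, so promoters were more frequent among weaker peaks. A list with more weak peaks could therefore show a higher share by itself.

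Gains and losses were next compared at genes that IL-4 activates or represses. C/EBPα had 9 IL-4-only and 5 control-only peaks nearest to an activated gene, and 3 and 10 nearest to a repressed gene (odds ratio 5.18, Fisher's exact p = 0.0542, adjusted 0.0686). IRF8 had 20 and 7 at activated genes, and 10 and 14 at repressed ones (odds ratio 3.77, exact p = 0.0249, adjusted 0.0686). For JUNB, 3 and 5 peaks lay at activated genes, and 0 and 10 at repressed genes (odds ratio 13.4, exact p = 0.0686, adjusted 0.0686). The JUNB ratio rests on an empty cell. None of the 3 tests passed the threshold after adjustment. Klf4 alone held 6 of the 9 C/EBPα, 16 of the 20 IRF8 and all 3 JUNB gains at activated genes. It also held 4 of the lost peaks of each factor. Peaks near the same gene may not be independent, so the activated side rests largely on Klf4. Limiting the peaks to 100000 bp from the TSS moved the C/EBPα odds ratio to 9 (adjusted exact p = 0.0711). Rank matching moved the JUNB odds ratio to 2.85 (adjusted exact p = 0.559).

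Of the 15 listed genes, 10 had a gained or lost peak in at least 2 factors. Among the activated genes, Klf4 (chromosome 4, 55527143 to 55532466) had 6 gained and 4 lost C/EBPα peaks, 16 gained and 4 lost IRF8 peaks, and 3 gained and 4 lost JUNB peaks. All of them were intergenic, and the highest-scoring gain was an IRF8 peak at 55566844 to 55567465 (score 15.91). Klf4 was only the nearest gene to these peaks, and the farthest, an IRF8 gain, lay at -600780 bp from its TSS. All 3 JUNB gains lay more than 100000 bp away. The changed peak closest to the TSS was an IRF8 loss at -2202 bp (score 8.36). Edn1 (chromosome 13, 42301476 to 42307990) had 3 gained and 0 lost C/EBPα peaks, 4 gained and 3 lost IRF8 peaks, and 0 gained and 1 lost JUNB peak. An IRF8 peak appeared at a distance of -9035 bp from the TSS, at 42292035 to 42292436, with a score of 35.02, and a C/EBPα peak appeared within it at 42292099 to 42292313 with a score of 6.09. Another C/EBPα gain, at 42248738 to 42249072, scored 22.26.

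**Figure D3:**
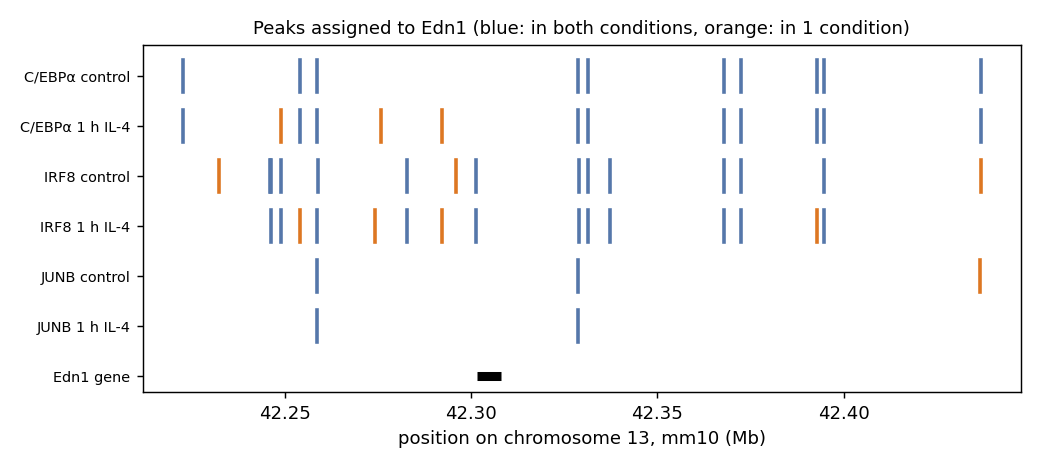
Vertical ticks mark the centre of each peak whose nearest gene is Edn1, by position on chromosome 13 in mm10 (horizontal axis, Mb) and by factor and condition (rows, 1 sample each), with the gene as a black bar. Orange ticks are peaks of a single condition, and among them are the 3 C/EBPα and 4 IRF8 peaks gained after IL-4.

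Among the repressed genes, losses outnumbered gains for JUNB at every gene that changed. This is not particular to repressed genes. JUNB losses also outnumbered gains over all peaks (2530 control-only and 912 IL-4-only) and at the activated genes (5 and 3). Abca1 (chromosome 4) lost 2 JUNB peaks, both intronic, while IRF8 gained 2 and lost 2 and all 9 C/EBPα peaks were shared. Clec4d (chromosome 6) lost 1 C/EBPα, 2 IRF8 and 1 JUNB peak and gained 0. At Fos (chromosome 12), C/EBPα gained 2 and lost 2 peaks, IRF8 gained 4 and lost 2, and JUNB lost 1. Tlr2 (chromosome 3) gained 2 IRF8 peaks and lost its only JUNB peak. Cd14 (chromosome 18) lost 1 IRF8 peak and 1 JUNB peak, the latter at the promoter (36726659 to 36726914, score 7.37). Nlrp3 (chromosome 11) gained 1 and lost 3 IRF8 peaks, and lost 1 JUNB peak. Fcgr1 (chromosome 3) lost 3 IRF8 peaks and 1 JUNB peak. At Lyz2 (chromosome 10), C/EBPα gained a promoter peak (117282055 to 117282391, score 17.91) and lost 2 peaks, and IRF8 and JUNB each lost 1. The remaining 5 genes (Hbegf, Il1b, Il18, Lyz1 and Smad3) changed in a single factor, with between 1 and 3 peaks.

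The single-condition peaks with the highest scores were as follows. C/EBPα gained peaks in intron 1 of Fam20b (chromosome 1, 156710805 to 156711169, score 68.81), between genes near a RIKEN cDNA gene (chromosome 7, 122924152 to 122924548, score 59.33) and in intron 1 of Mll5 (chromosome 5, 23439884 to 23440228, score 59.09). Its strongest losses lay between genes near Lyz2 (chromosome 10, 117275748 to 117276466, score 32.26), near another RIKEN cDNA gene (chromosome 2, 159557576 to 159557887, score 24.56) and near Ulk1 (chromosome 5, 110815473 to 110815726, score 23.98). IRF8 gained peaks in intron 1 of Atrx (chromosome X, 105916990 to 105917344, score 101.02), near Zc3h12c (chromosome 9, 52271840 to 52272204, score 64.26) and near Mpp6 (chromosome 6, 50023860 to 50024545, score 59.3). IRF8 losses reached lower scores, with 26.73 near Dcun1d5 (chromosome 9, 7227419 to 7227752), 26.44 at the promoter of Zfp827 (chromosome 8, 79028013 to 79028265) and 26.19 in intron 1 of Klhl6 (chromosome 16, 19969461 to 19969747). JUNB gains lay in an intron of Slco2a1 (chromosome 9, 103028737 to 103029005, score 23), in intron 2 of Cdcp1 (chromosome 9, 123188298 to 123188592, score 22.92) and at a distance of -2878 bp from the TSS of Arg1 (chromosome 10, 24930223 to 24930473, score 20.44). The strongest JUNB losses were near Gm14461 (chromosome 2, 78378132 to 78378379, score 27.64), near H2afy3 (chromosome 15, 62416792 to 62417057, score 27.38) and in intron 2 of Dock10 (chromosome 1, 80641878 to 80642255, score 26.7). None of the 3 named JUNB gains held an AP-1 site, while the losses near H2afy3 and in Dock10 did. The detailed annotation placed the Slco2a1 gain on a repeat of the scRNA class.

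Co-occupancy was examined within each condition. In control, 14220 C/EBPα peaks overlapped an IRF8 peak, which is 58.1% of them (57.5% to 58.7%) and 67.8 times the mean of the circular shifts (209.851 peaks, SD 15.6). After IL-4 it was 14919 peaks, or 60.6% (60.0% to 61.2%) and a ratio of 59.3. JUNB peaks were mostly found with the other factors. In control, 72.3% of them overlapped C/EBPα (70.9% to 73.7%) and 80.8% overlapped IRF8 (79.6% to 82.0%), and after IL-4 the shares were 73.4% (71.5% to 75.1%) and 82.6% (81.0% to 84.1%). The ratio to the shifts for C/EBPα and JUNB was 135 in control and 129 after IL-4, and for IRF8 and JUNB it was 104 and 90.9. In all 6 comparisons the permutation p was 0.001, the smallest that 1000 shifts allow. The shifts place peaks anywhere along a chromosome and do not allow for open chromatin that many factors share. Neither the p nor the ratios can therefore separate binding together from a common preference for open chromatin. The ratios were not tested against each other. Setting all peaks to 200 bp raised the control ratio of C/EBPα and JUNB to 176. The small rises in shares after IL-4 did not hold under rank matching, with lists of equal length for each factor. C/EBPα peaks then overlapped IRF8 in 58.1% of cases in control and 57.7% after IL-4. For JUNB peaks the shares were 75.6% and 73.3% with C/EBPα, and 85.2% and 80.3% with IRF8.

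Regions that changed for both factors of a pair changed mostly in the same direction. C/EBPα and IRF8 were both gained at 751 regions and both lost at 370, and moved in opposite directions at 204 and 313 (odds ratio 4.34, Fisher's exact p = 9.92e-43, adjusted 2.98e-42). The pair of C/EBPα and JUNB had 102 regions gained and 177 lost for both, against 122 and 32 in opposite directions (odds ratio 4.57, exact p = 6.84e-12, adjusted 1.03e-11). For IRF8 and JUNB, 99 regions were gained and 164 lost for both, against 165 with IRF8 gained and JUNB lost and 32 the other way (odds ratio 3.04, exact p = 4.67e-07, adjusted 4.67e-07). With the stricter score threshold the odds ratio was 7.44 for C/EBPα and IRF8, 2.86 for C/EBPα and JUNB, and 3.29 for IRF8 and JUNB.

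**Figure D4:**
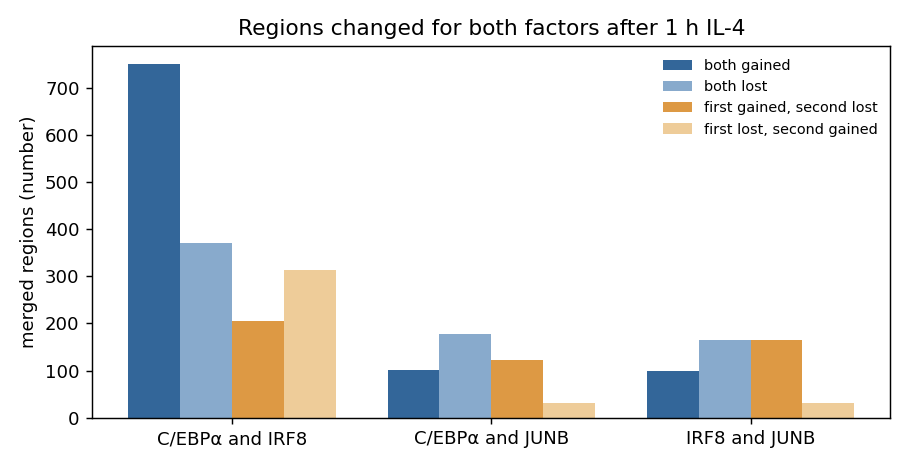
Bars give the number of merged regions (vertical axis) that were gained or lost for both factors of a pair (horizontal axis), from 1 sample per factor and condition. Regions gained by both C/EBPα and IRF8 are the largest class, with 751 regions.

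At regions bound by both factors of a pair in both conditions, the score changes were weakly correlated across regions, which are not independent replicates. For C/EBPα and IRF8, Spearman's rho was 0.197 (permutation p = 1e-05, adjusted 3e-05) and Pearson's r was 0.227 (permutation p = 1e-05, adjusted 3e-05) over 10821 regions. For C/EBPα and JUNB, rho was 0.0849 (permutation p = 0.00489, adjusted 0.00733) and r was 0.0924 (permutation p = 0.00226, adjusted 0.00339) over 1087 regions. For IRF8 and JUNB, rho was 0.0664 (permutation p = 0.021, adjusted 0.021) and r was 0.0716 (permutation p = 0.0122, adjusted 0.0122) over 1214 regions. Under rank matching, rho for IRF8 and JUNB was 0.0526 and no longer passed the threshold (adjusted permutation p = 0.108).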

Values the study reported

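The study reported 20,119 STAT6-bound regions in IL-4-treated macrophages. It placed about 10% of the STAT6 sites near promoters. A mean fold cut-off of 1.15 was applied to signal changes between control and IL-4.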

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

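The number of IRF8 peaks rose to 1.12 times the control number after IL-4, while the number of JUNB peaks fell to 0.59 times. The factors moved in opposite directions, which flagged them. With 1 sample per group the difference was not tested, and a biological reading cannot be separated from a difference between libraries.

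Several explanations were weighed. If weak peaks had merely dropped below the detection threshold, at least 90% of the highest score decile of JUNB control peaks should have kept a peak, and 82.0% did, which is short of that mark. A lower efficiency of the JUNB precipitation after IL-4 was not tested and could lower strong peaks too. A library background was read from the step between repeated scores, which is wider where the expected pileup is lower. At a score of 6, the step after IL-4 was 1.06 times the control step for JUNB (steps of 1.10 and 1.04) and 0.948 times for IRF8, the order that a change in background or depth would give. For C/EBPα it was 0.902 times, the largest shift of the 3 factors, although the C/EBPα peak number hardly changed (1.005 times), which speaks against reading peak numbers from this step. That prediction was written after the scores had been seen. The measure was also revised after results were seen. A first index, with no regard to the rungs, gave a JUNB ratio of 0.922. Another that let in scores between rungs gave 0.63. Both were opposite in direction to the last version. For IRF8 these indices gave 0.955 and 1.38, and for C/EBPα 1.07 and 0.902. The last version follows the rungs and recovered known steps in simulated scores, but it carries little weight, and a difference in background or depth can be neither shown nor excluded. At regions where C/EBPα or IRF8 had a peak in both conditions, the mean score of neither factor fell where JUNB was lost. The mean C/EBPα log2 score change was 0.0048 at regions that lost JUNB and 0.0884 at regions that kept it (difference -0.0836, permutation p = 0.00037), and for IRF8 it was 0.0222 and 0.0929 (difference -0.0707, permutation p = 0.00687). Where a peak was kept in both conditions, the scores of both factors thus rose less, or hardly changed, at regions that lost JUNB. These differences are small beside the spread between peaks. Regions where the other factor was itself gained or lost are not in these means. There, JUNB losses went with 177 C/EBPα losses and 122 gains, and with 164 IRF8 losses and 165 gains.

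After IL-4, 7.14% of JUNB peaks lay on simple or satellite repeats, against 4.67% in control, in an annotation column that the comparisons of the report do not use. The number of such peaks did not rise (184 in control, 166 after IL-4), so the share grew because the list shrank. Repeats were concentrated at the top, with 36 of the 100 strongest control peaks and 57 of the 100 strongest IL-4 peaks. The prediction for reads piling up on repeats was that these peaks would carry the AP-1 site less often. They carried it in 8.29% of cases, against 48.3% of other JUNB peaks (odds ratio 0.0983, Fisher's exact p = 1.82e-56). Repeat sequence may hold few such sites whatever the source of the signal, which was not tested, so this difference does not separate the explanations. Of the repeat peaks, 51.4% overlapped peaks of both other factors in the same condition, above the 50% set beforehand for a signal that does not depend on the antibody. Other JUNB peaks passed that mark too, with 66.0%, so this test cannot tell whether the signal depends on the antibody. Whether reads pile up on these repeats remains open. No biological explanation was tested.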

How the results depend on the processing

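Of the 157 comparisons with an alternative, 122 were unchanged, 24 moved, 3 reversed, 3 became stronger and 5 weaker. For a test, unchanged meant only the same direction and the same side of the threshold, whatever the size of the value. For a peak count it meant a value within a fixed fold of the main one. For a share it meant a value inside the main interval. Co-occupancy, gains and losses at listed genes, and the score changes of IRF8 and JUNB kept their direction and their side of the threshold throughout. So did the promoter share of IRF8, and the direction and correlation of C/EBPα with IRF8. Their values did move. The JUNB odds ratio at listed genes ranged from 2.85 to 13.4, and the JUNB fold from 0.588 to 0.868. The IRF8 promoter difference ranged from 0.80 to 2.45 points. The direction odds ratio for C/EBPα and IRF8 ranged from 4.16 to 175. At the stricter threshold and within 100000 bp, JUNB had no IL-4-only peak at the listed genes, so no odds ratio was formed.

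Peak numbers depend on the threshold. At the stricter one, IL-4-only peaks numbered 2337 for C/EBPα, 4877 for IRF8 and 318 for JUNB, control-only peaks 2256, 3424 and 1627, and 81.6%, 82.2% and 27.0% of control peaks were retained. Rank matching gave 1227 control-only JUNB peaks and retention of 75.4% for IRF8 and 47.2% for JUNB. Reciprocal overlap retained 74.2%, 69.8% and 32.1% and the 100 bp centre rule 74.5%, 69.5% and 33.4% for C/EBPα, IRF8 and JUNB. In an alternative chosen after seeing the data, peaks at or above the pooled median with none in the other condition, 568, 1311 and 181 were IL-4-only and 341, 678 and 1160 control-only. It left few regions changed for 2 factors. The odds ratios of 13.9 (C/EBPα and JUNB) and 4.6 (IRF8 and JUNB) no longer passed the exact test after adjustment. Their unadjusted exact p was 0.0451 and 0.0672. For C/EBPα and IRF8 the odds ratio was 175 over 93 regions and still passed (adjusted exact p = 2.55e-05).

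The C/EBPα score change reversed to a fold of 0.997 with the median, since the mean was near 1. The promoter difference passed the threshold under rank matching for C/EBPα (0.47 points) and JUNB (0.946 points), each with an adjusted exact p of 0.045, and under the 2000 bp rule for C/EBPα (0.921 points). For JUNB it reversed to -0.212 at the stricter threshold and -0.429 under the 2000 bp rule, so its main value near 0 is not stable. At the stricter threshold, rho with JUNB was higher than in the main setting (0.114 with C/EBPα, 0.0817 with IRF8) but no longer passed after adjustment, over 343 and 403 regions. Under rank matching, rho of IRF8 with JUNB fell to 0.0526 and did not pass. The unknown depth limits every comparison of peak numbers and scores.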

Other observations

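STAT6-type sites were more frequent in peaks found only after IL-4. They lay within 100 bp of the centre of 29.3% of C/EBPα IL-4-only peaks and 8.47% of control-only peaks (odds ratio 4.47, Fisher's exact p = 9.87e-173). IRF8 had 19.2% and 9.41% (odds ratio 2.29, exact p = 3.43e-86), and JUNB had 27.0% and 11.4% (odds ratio 2.86, exact p = 2.17e-26). The direction was the same in 3 of 3 factors. Holding GC content constant in 5 strata left odds ratios of 4.43, 2.48 and 2.77. GC content therefore does not account for the excess. A difference in background or depth and other technical differences were not tested against it. A candidate explanation is that part of the peaks gained by these factors lie where STAT6 binds after IL-4. STAT6 peaks were not analysed here, so for the gained peaks this stays a hypothesis. The paper itself compared signal at STAT6-bound regions, which is a different measure. It reports that binding of all 3 factors rose at IL-4-activated enhancers. At repressed STAT6-bound regions it reports a fall for JUNB and C/EBPα and no change for IRF8.

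The agreement in direction between factors was also held against technical explanations. Over 5 strata of GC content, the Mantel-Haenszel odds ratio was 4.34 for C/EBPα and IRF8, 4.58 for C/EBPα and JUNB, and 3.10 for IRF8 and JUNB. Over 5 strata of peak strength it was 3.59, 4.53 and 2.99. All stayed above the 1.5 set beforehand. The correlation of score changes held as well. With GC content held constant, rho was 0.201, 0.082 and 0.0754 for the same pairs, and with the mean scores held constant it was 0.2001, 0.0901 and 0.0635. A shared batch, such as control and IL-4 cells prepared together for all antibodies, may give the same agreement and was not tested.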
